# High-altitude de-acclimatization and long-term immune suppression: the role of Nrf2 in Treg function targeting 3PM

**DOI:** 10.1007/s13167-026-00442-x

**Published:** 2026-03-04

**Authors:** Yuxin Wang, Zhijie Bai, Jiamiao Li, Jinfeng Liu, Yunan Zhang, Xizheng Wang, Lei Zhou, Haoyu Ni, Pan Shen, Ningning Wang, Zhexin Ni, Chaoji Huangfu, Wei Zhou

**Keywords:** Predictive preventive personalized medicine (PPPM / 3PM), High altitude de-acclimatization(HADA), Health risk stratification, Oxidative stress, Individualized profile, Lifestyle and nutritional intervention, Immune cell, Treg, Immunity suppression, Nrf2, RNA-seq, ATAC-seq, Flow cytometry

## Abstract

**Background:**

High-altitude de-acclimatization (HADA) is accompanied by a complex spectrum of long-term physiological and functional remodeling processes, potentially affecting long-term health outcomes. Existing studies on HADA have predominantly focused on cardiovascular and nervous system changes. However, the immune system—an essential regulator of disease susceptibility, inter-individual variability, and long-term health risks—remains insufficiently investigated in the context of HADA.

**Aims:**

Given the central role of immune regulation in maintaining systemic homeostasis and determining individual health trajectories, elucidating immune alterations associated with HADA is essential. The present study aims to characterize immune system remodeling during HADA with particular emphasis on its functional outcomes and mechanisms. By addressing these scientific questions, this study seeks to provide an immune system perspective for the health maintenance of HADA individuals, promoting paradigm shift from reactive medical services toward predictive, preventive, and personalized medicine (3PM).

**Methods:**

Peripheral blood was collected from both human cohorts and mice models while other immune organs including spleen, thymus and bone marrow were obtained from mice models. Proportions of immune cell populations in peripheral blood and other immune organs were analyzed using flow cytometry. The immune-suppressive functions of Tregs were determined by in vitro co-culture with CD8^+^ T cells. Transcriptomic and chromatin-accessibility feature induced by HADA were obtained through RNA-seq and ATAC-seq. The functional validation of HADA target gene was performed using specific agonist during in vitro co-culture system.

**Results:**

HADA perturbed the proportions of immune populations in multiple immune site. Both data from human and mice showed increased regulatory T cells (Tregs) and enhanced immune-suppressive function in the peripheral blood. As a consequence, these Tregs mediated long-term immune suppression and compromised the immunity against tumor cells. Multi-omic analyses predicted Nrf2 as the key mediator of molecular alterations in Tregs caused by HADA, which was further confirmed by the functional assay.

**Conclusion and expert recommendation:**

This study advances high-altitude medicine by demonstrating that HADA induces long-lasting immunosuppressive effects through Nrf2-mediated Treg remodeling, with important implications for immune homeostasis and long-term health risks. These findings highlight the role of the immune system, particularly Tregs, in HADA-induced health impairments and identify Nrf2 as a potential therapeutic target. Moreover, immune biomarkers—especially Treg phenotypes and Nrf2 activity—may serve as promising candidates for risk stratification and predictive diagnostics in populations transitioning between high- and low-altitude environments. Preventive strategies should prioritize immune-informed recovery protocols, oxidative stress modulation, and lifestyle or nutritional interventions tailored to individual immune profiles.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13167-026-00442-x.

## Introduction

Exposure to high altitude imposes substantial physiological stress on the human body due to the hypobaric hypoxic environment,necessitating adaptive responses to maintain homeostasis and functional capacity [1]. While extensive research has focused on high-altitude acclimatization, considerably less attention has been given to high-altitude de-acclimatization (HADA), the process of re-adaptation that occurs upon returning to low-altitude environments after prolonged high-altitude residence [2]. Health problems concerning this process were briefly reported and discussed in early studies on high-altitude biology dating back to the early 1900s, but received limited attention at the time [3]. In China, the incidence of high-altitude de-acclimatization syndrome (HADAS) has been reported to approach 85%, with even higher rates observed among individuals with longer durations of high-altitude exposure or engagement in physically demanding manual labor at high altitude. Recently, public health research has increasingly emphasized the need to recognize HADA-related disorders as a significant health and safety concern [4]. The predictive, preventive, and personalized medicine (PPPM) paradigm has been widely recognized as a valuable framework for managing chronic diseases, such as atherosclerosis, by integrating individualized risk prediction with targeted preventive strategies and personalized healthcare delivery [5]. However, despite its success in chronic disease management, the application of the PPPM framework to high-altitude de-acclimatization—particularly its immune-related long-term consequences—remains largely unexplored.

## HADA-induced immune perturbations require more attention

Current research indicates that the immune system undergoes substantial reorganization during high-altitude acclimatization [6, 7]. Studies combining single-cell transcriptomics and metabolomics have revealed that hypoxic exposure triggers dynamic changes in immune cell populations involving myeloid cells with downregulated inflammatory responses and CD8^+^ T cells and γδ T cells with enhanced effector functions [8]. At the molecular level, these adaptations are mediated through hypoxia-inducible factors (HIFs) [9] that regulate cellular metabolism, particularly shifting immune cells toward glycolytic pathways. Multi-omics analyses further demonstrate significant alterations in plasma metabolites, including increased glutamine and fatty acids, which support immune cell energy requirements in oxygen-limited environments [10]. Additionally, animal studies have identified key signaling pathways, including JAK-STAT and NOD-like receptor pathways, as critical regulators of immune adaptation to hypoxia [11].

The HADA process, often accompanied by a constellation of clinical symptoms including dizziness, excessive sleepiness, palpitations, chest tightness, and sleep disturbances, exerts long-term effects on health [12, 13]. The immunological changes observed during high-altitude exposure do not immediately revert upon returning to plains. Short-term studies (up to 15 days post-return) showed persistent alterations in immune parameters, including increased CD8^+^ T cell and natural killer (NK) cell percentages, decreased CD4^+^/CD8^+^ ratios, and elevated cytokine-induced killer cell levels [14]. Longer exposures to high altitude (≥ 1 year) appeared to induce more sustained changes. Longitudinal human studies have documented systemic immune disturbances lasting up to 90 days after returning from high altitude, with the development of altitude-specific immune scores that correlate with hypoxia degree, hematopoietic function, and liver enzyme changes [15]. Within the PPPM framework, more attention should be given to the long-term immune alterations induced by HADA and the underlying mechanisms, underscoring the need for predictive biomarkers and targeted strategies to promote immune homeostasis.

### Tregs exerts important functions for immune homeostasis

Regulatory T cells (Treg), a specialized subset of CD4⁺ T cells with potent immunosuppressive properties, play a central role in maintaining immune homeostasis and self-tolerance [16]. Beyond suppressing conventional effector T cells, Tregs exert broad immunomodulatory functions by regulating B cells, natural killer (NK) cells, and various non-lymphoid cell populations, including those residing in adipose tissue [17]. The transcription factor forkhead box P3 (Foxp3) is the lineage-defining regulator of Treg cells and is essential for their development, stability, and suppressive function. Accordingly, Foxp3⁺ Tregs are critical regulators of immune balance and contributors to immune homeostasis and self-tolerance [18]. Maintaining an appropriate Treg equilibrium is crucial for immune resilience: excessive Treg activity may predispose individuals to immunodeficiency, persistent infections, and tumor progression, whereas insufficient Treg function can increase susceptibility to autoimmunity, immune-mediated tissue damage, and impaired antimicrobial defense [19]. Numerous studies have focused on the effects of hypoxia on the differentiation and function of Tregs. It was reported that hypoxia widely regulated the balance of Treg/Th17 cell differentiation under specific pathological conditions. In a recently published work, hypoxia remarkedly downregulated the differentiation from CD4+ naïve T cells into Tregs and enhanced the generation of Th17 cells in an in vitro differentiation system.Regrettably, the current research on hypoxia and Treg has not yet addressed the changes in immunosuppression function of Tregs. The research on HADA effects on Tregs, either on quantitative or the functional level, is even a complete blank.

## The working hypothesis and aims

We hypothesized that the consistent increase in Tregs observed in the peripheral blood of both the HADA cohort and corresponding animal models is accompanied by significant alterations in immune function and long-term health outcomes. We further proposed that these changes are regulated by specific molecular mechanisms, particularly transcription factors. To test this hypothesis, we systematically assessed the function of Treg and performed transcriptomic profiling of Tregs using RNA sequencing, together with chromatin accessibility analysis of peripheral white blood cells using ATAC sequencing, to dissect the molecular mechanisms underlying Treg expansion and functional reprogramming. Ultimately, this study aims to identify key regulatory molecules that may enable targeted preventive or therapeutic interventions against HADA-associated immune disturbance, thereby supporting proactive immune risk stratification and personalized intervention strategies.

## Methods and materials

### Human participants and mouse handling

A total of 32 male participants aged 25–40 years were enrolled in this study. All HADA participants were long-term high-altitude migrants (residing at above 3500 m for more than 5 years) who had relocated to low-altitude areas (below 500 meters) for more than 0.5 years. None of the participants had any primary or severe diseases. The control group consisted of 20 healthy male plains dwellers (average elevation: 500 m) aged 25–35 years with no history of high-altitude residence, who underwent routine physical examinations at the hospital during the same period. Peripheral blood was collected from each participant before breakfast for flow cytometry analysis, complete blood count, and blood biochemical tests. The study was conducted with the approval of the Ethics Committee of the Beijing Institute of Radiation Medicine (approval number: AF/SC-08/02.153). All participants provided written informed consent in accordance with the Declaration of Helsinki.

The 8-week old male C57BL/6j mice were purchased from GemPharmatech Co., Ltd. (Beijing, China). All mice were housed in a specific pathogen-free (SPF) facility at the Academy of Military Medical Sciences. A hypobaric hypoxia chamber was used to simulate high-altitude conditions via a vacuum pump to create a low-pressure, low-oxygen environment, with an internal pressure sensor to accurately mimic specific altitudes. In detail, an altitude of 6,000 m was simulated, with the chamber temperature maintained at 25 °C and relative humidity at approximately 60%. Twenty-eight days after being fed in the chamber, mice were transferred to normoxic conditions for HADA model construction. Mice in all groups had continuous access to food and water throughout the exposure period. The Animal Care and Use Guidelines received approval from the Beijing Institute of Radiation Medicine, with the approval number IACUC-DWZX-2025-509.

## Enzyme linked immunosorbent assay

Prior to quantitative analysis, preliminary optimization experiments were performed to determine the appropriate dilution factors for each analyte in human serum and murine plasma samples. Subsequently, cytokine concentrations were measured in strict accordance with the manufacturers’ instructions using commercially available ELISA kits, including IFN-γ (JONLNBIO, JL12152-96T, China), IL-1β (JONLNBIO, JL13662-96T, China), TNF-α (JONLNBIO, JL10208-96T, China), TGF-β (JONLNBIO, JL20082-96T, China), and IL-6 (JONLNBIO, JL14113-96T, China).

### Cytokines level detection

Mouse plasma samples were analyzed undiluted on the Luminex X200 instrument (Austin, TX, USA) following the manufacturer’s protocol for the *Th1/Th2/Th9/Th17/Th22/Treg Cytokine 17-Plex Mouse Panel* (LAIZEE BIOTECH, EPX170-26087-901, Shanghai, China). Splenic and other tissue homogenates were quantified using the bicinchoninic acid (BCA) protein assay and normalized to equivalent protein concentrations prior to multiplex analysis.

## Flow cytometric analysis

Following erythrocyte lysis using Red Blood Cell Lysis Buffer (Solarbio, R1010, Beijing, China), whole blood samples were washed with phosphate-buffered saline (PBS) and resuspended in 100 µL PBS supplemented with 2% fetal bovine serum (FBS). Human peripheral blood immunophenotyping was performed according to established protocols as previously described [20]. 7-AAD (BD Biosciences, Franklin Lakes, NJ, USA) viability dye was employed to discriminate live/dead cell populations. For intracellular Foxp3 detection, cells underwent surface marker staining followed by fixation and permeabilization using the Foxp3/Transcription Factor Staining Kit (eBioscience, 00-5523-00, San Diego, CA, USA), then incubated with anti-Foxp3 monoclonal antibody (eBioscience, 12-5773-82) for 30 min at 4 °C under light-protected conditions. In Th1/Th2/Th17 subset analysis, cells were preconditioned in cell stimulation cocktail (eBioscience, 00-4970-93) -containing complete medium for 5–16 h prior to antibody labeling. To assess cellular proliferation, BrdU (10 mg/mL in PBS) was administered intraperitoneally at 1.2 mg per 25 g body weight 40 min prior to euthanasia. Peripheral blood and spleen samples were collected post-euthanasia and processed into single-cell suspensions through mechanical dissociation. Following the aforementioned staining protocols, cells were analyzed using a flow cytometer (BD FACSAria III) equipped with 405 nm, 488 nm, and 640 nm laser lines. Acquired data were subsequently processed through FlowJo software (v10.8.1) for advanced population gating and statistical analysis. The gating strategy [21] is shown in Supplementary Figure 1A.

## Immune suppressing function assay

Commenced with overnight coating of 96-well plates using phosphate-buffered saline (PBS) containing 2 µg/mL CD3 antibody (BioLegend ,100339, San Diego, CA, USA) at 4 °C under sterile conditions. Fresh spleens from naive C57BL/6 mice were subsequently processed into single-cell suspensions through mechanical dissociation and 70-µm filtration. CD8 + T lymphocytes were isolated by flow cytometry. Purified CD8^+^ T cells were resuspended at 1 × 10^6^ cells/mL in complete RPMI-1640 medium supplemented with CD28 antibody (2 µg/mL, Biolegend,102115). After removing the coating solution and performing triple PBS wash steps, CD8^+^ T cell aliquots were introduced into the antibody-precoated wells. Parallel processing involved fluorescence-activated cell sorting (FACS) of regulatory T cells (Tregs, defined as CD4^+^CD25^+^) from deacclimatized counterparts (14-day normoxic recovery). These Treg populations were adjusted to matching densities (1 × 10^6^ cells/mL) before being co-cultured with CD8^+^ T effectors at progressive ratios (1:2) in a humidified 37 °C incubator with 5% CO_2_ atmosphere. Following 72-hour incubation, the proliferation of CD8^+^ T cells was detected by flow cytometry.

Peripheral blood Treg cells were isolated from mice by flow cytometry. The purified Treg cells were pretreated with Bardoxolone methyl (MCE, HY-13324, Princeton, NJ, USA), a specific Nrf2 agonist, at the indicated concentration at 37 °C. After pretreatment, Treg cells were washed and co-cultured with CFSE-labeled (Thermo Fisher Scientific, Waltham, MA, USA), anti-CD3/CD28–stimulated CD8⁺ T cells in complete RPMI-1640 medium supplemented with 10% FBS. The co-cultures were maintained for 72 h at 37 °C in a humidified incubator with 5% CO₂. Following incubation, the proliferation of CD8⁺ T cells was evaluated by flow cytometry. Data were analyzed using FlowJo software (version 10.8.1). The concentration of IFN-γ in the supernatant was analyzed by ELISA.

### cDNA synthesis and quantitative PCR

Total RNA was extracted from sorted mouse peripheral blood cells, and cDNA was synthesized using the NEB low-input cDNA synthesis kit (New England Biolabs, E6420, Ipswich, MA, USA) according to the manufacturer’s instructions. Quantitative PCR (qPCR) was subsequently performed using the PerfectStart Green qPCR SuperMix (TransGen Biotech, AQ601-04-V2, Beijing, China) following the standard protocol provided by the manufacturer. Gene-specific primers were added to the reaction mixture, and amplification was carried out on a real-time PCR system under standard cycling conditions.

### RNA-seq and ATAC-seq of peripheral blood Treg

Peripheral blood Treg cells were sorted using flow cytometry. Due to the limited number of cells, cDNA library construction was performed using the NEBNext^®^ Single Cell/Low Input cDNA Synthesis & Amplification Module (NEB, E6421L, E7805, E6440) according to the manufacturer’s instructions. The libraries were kept at low temperature during transportation and sent to Novogene Co., Ltd. (Tianjin, China) for quality control and RNA sequencing following standard protocols.

Peripheral blood samples were subjected to red blood cell lysis, followed by two washes with PBS. Approximately 50,000 leukocytes were used for each ATAC-seq experiment. Cells were lysed on ice using a lysis buffer containing 10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl₂, and 0.1% IGEPAL CA-630 to release nuclei. The nuclear pellets were resuspended in a transposition reaction mix containing Tn5 transposase and incubated at 37 °C for 30 min. Adapter 1 and Adapter 2 were added in equimolar amounts, and the libraries were amplified by PCR using the ATAC-seq_Novogene Kit (developed in-house by Novogene).

Following PCR amplification, libraries were purified with AMPure XP beads and quantified using a Qubit fluorometer. Paired-end sequencing (150 bp) was performed on the Illumina NovaSeq platform.

### Bio-informatic analyses

Raw sequencing data from both RNA-seq and ATAC-seq experiments were processed through a standardized bioinformatics pipeline to generate quantitative matrices. For RNA-seq, raw FASTQ files were first subjected to quality control using FastQC, followed by adapter trimming and low-quality read removal with Trimmomatic. High-quality reads were then aligned to the reference genome (GRCm39) using the STAR aligner. Gene expression quantification was performed using featureCounts, generating a count matrix where rows represent genes and columns represent samples. For ATAC-seq data, raw reads were similarly quality controlled with FastQC and trimmed using Trimmomatic. Cleaned reads were aligned to the reference genome using Bowtie2, with duplicate reads marked and removed using Picard Tools. Peak calling was executed with MACS2 to identify open chromatin regions, and a count matrix of peak intensities across samples was generated using tools like featureCounts or BedTools. Finally, both gene expression and chromatin accessibility matrices were normalized and prepared for downstream analyses.

For RNA-seq data, differential gene expression analysis was performed on the normalized gene expression matrix. Using the R package DESeq2 (version 1.42.0), genes with statistically significant differences between comparison groups were identified based on parameters such as absolute log2 fold change (|log2FC|) > 1 and adjusted *p* value < 0.05. For functional enrichment analysis, the list of differentially expressed genes (DEGs) was subsequently subjected to Gene Ontology (GO) pathway analyses using clusterProfiler (version 4.8.3). Terms and pathways with an adjusted *p* value < 0.05 were considered significantly enriched. Visualization of results was carried out using dot plots, bar plots, or enrichment maps to illustrate the key biological processes, molecular functions, cellular components, and signaling pathways perturbed across experimental conditions.

Clinical trial number: not applicable.

## Results

### Peripheral immune cells are perturbed during HADA phase

A total of 32 individuals who migrated back to plains after a long-term high-altitude residence, termed as high-altitude de-acclimatization (HADA) group, and 20 altitude-naïve controls (NC) were included for analysis of peripheral immune cells (Figure 1A, Supplementary Figure 1A). Participants in the HADA group had a median altitude exposure of 4,000 meters with a median duration of 8 years at high altitude and a median of 1.5 years since returning to lowland environments. Participants in NC group had no history of high-altitude exposure (Supplementary Table 1). Peripheral blood samples from participants of both groups were collected for routine hematological analysis, followed by flow cytometry analyses.

**Fig. 1:**
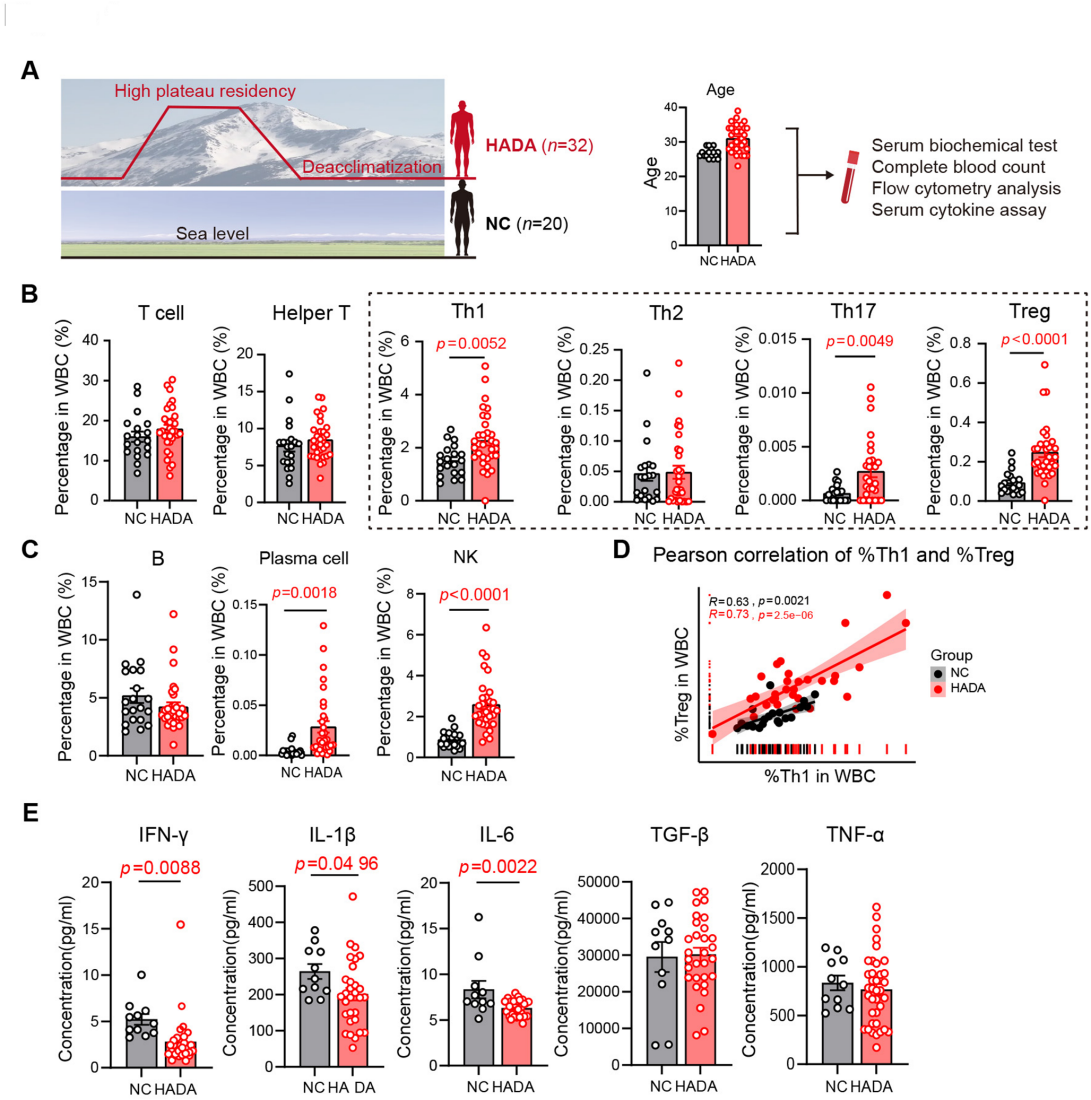
**Perturbation of peripheral immune populations in human during HADA. **(**A**) Overview of study design. Information for participants are described in detail in Methods and Materials. (**B**) Quantification of peripheral lymphocyte subsets, including T cells, helper T cells, Th1, Th2, Th17 and Tregs. Data are presented as mean ± SEM; statistical significance was determined by Student’s t-test. (**C**) Quantification of peripheral B cells, plasma cell and NK. Data are presented as mean ± SEM; statistical significance was determined by Student’s t-test. (**D**) The correlation of frequencies of Th1 and Treg cells in peripheral blood. (**E**) Plasma levels of cytokines in the peripheral blood from indicated groups. Data are presented as mean ± SEM; statistical significance was determined by Student’s t-test (*p<0.05, **p<0.01, ***p< 0.001, ****p< 0.0001)

Compared with those in NC group, individuals in the HADA group exhibited significantly reduced albumin-to-globulin (A:G) ratios and decreased globulin levels (Supplementary Table 2). Other biochemical indicators showed no significant differences between groups. Immunophenotypic profiling revealed slightly increase in the percentage of T cells in the peripheral white blood cells (WBCs) of HADA participants (Figure 1B). Elevated frequencies of T helper 1 cells (Th1, CD3⁺CD4⁺CXCR3⁺CCR6⁻) and Th17 cells (CD3+CD4+CCR6+CD161+) along with increased ratio of natural killer cells (NK, CD45+CD56+) and plasma cells (PC, CD19+IgD-CD27+CD38+CD138+) were detected (Figure 1B-C, Supplementary Figure 1B-E). The regulatory T cells (Tregs, CD3⁺CD4⁺CD25⁺CD127⁻) in the HADA group were also increased to over two folds (Figure 1B). These data indicated the peripheral immune disturbances caused by high-altitude de-acclimatization.

The synchronous increase of Th1/Th17/NK and Tregs was intriguing. The ratio of Tregs and Th1 showed highly positively correlation both in HADA and NC individuals (Figure 1D). The analysis of circulating cytokines showed a reduction in interferon-γ (IFN-γ) and interleukin-1β (IL-1β) levels in HADA individuals, whereas levels of transforming growth factor-β (TGF-β), tumor necrosis factor-α (TNF-α), and interleukin-6 (IL-6) displayed no significant differences between groups (Figure 1E), indicating an overall suppressed immune activity in HADA individuals.

### HADA induces increased peripheral Treg in both human and mice

To establish the HADA model, the mice were housed in a hypobaric hypoxic chamber simulating the oxygen concentration at an altitude of 6,000 m for 4 weeks followed by the transfer to normoxic conditions for another 4 weeks (Fig. 2A). The immune cells in peripheral blood, spleen, thymus and bone marrow of HADA mice and NC mice (consistently housed in normoxic condition) were traced. At day 28 within the chamber, the WBC concentration in the blood of HADA mice was dramatically increased with no significant alteration of lymphocyte, neutrophil and monocyte ratios observed (Fig. 2B). This could be caused by reduced water intake of HADA mice. During the later stage of de-acclimatization phase, the ratio of lymphocytes showed step-by-step increase while those of neutrophils and monocytes were declined (Fig. 2B), potentially reflecting a redistribution of innate immune components or a relative suppression of innate responses.

**Fig. 2:**
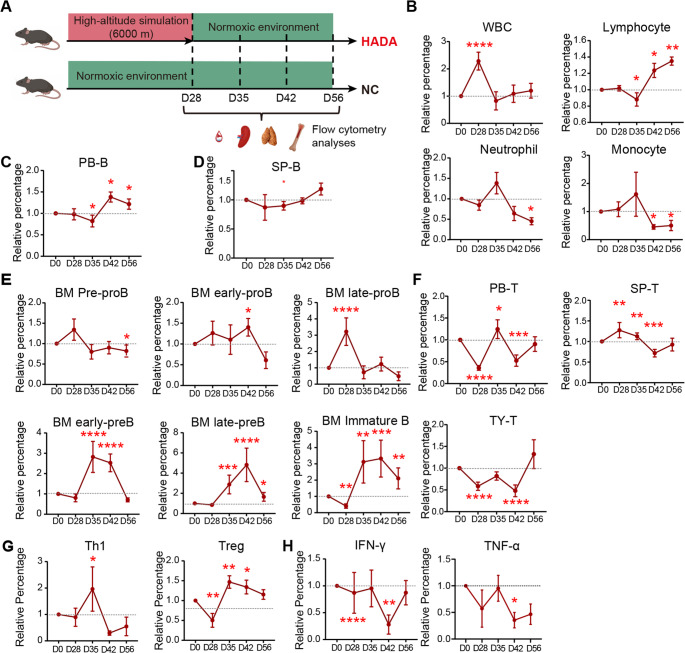
**Dynamic of immune remodeling during HADA in mice. ** (**A**) Experimental design showing strategy for HADA mice model construction. (**B**) Peripheral leukocyte composition, including total white blood cells, lymphocytes, neutrophils, and monocytes. The percentages are shown as relative values to normoxic controls. (**C**) Dynamics of proportion of B cells in peripheral blood. (**D**) Dynamics of proportion of B cells in the spleen. (**E**) Dynamics of proportion of B cells in the bone marrow. (**F**) Dynamics showing changes in T-cell populations in peripheral blood, spleen, and thymus across different stages. (**G**) Dynamics of percentages of Th1 and Treg cells in peripheral blood. (**H**) Dynamics of pro-inflammatory cytokines in the peripheral blood. Statistical significance was determined by Student’s t-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001)

Flow cytometric analyses were performed to assess dynamics of hematopoietic lineages. The percentage of peripheral B cells was slightly decreased in day 35 and increased post day 42, while the number of B cells in spleen unperturbed (Fig. 2C-D), indicating that reoxygenation induced the expansion of B cells over extended timeframe. Further analysis of B cell populations in bone marrow showed that the B lineage differentiation in bone marrow was blocked by hypoxia at the stage of late-pro B cell (Fig. 2E), which was recovered once the mice were transferred into normoxic environment.

The percentage of T cells in PB was reduced both at day 28 and 42 (Fig. 2F). The percentage of T cells in thymus and spleen showed synchronized changes with those in PB at day 42, indicating that the decrease in T cells during HADA was pervasive throughout the body (Fig. 2F). Different from human samples, the percentage of Th1 in mice PB showed transient increase at day 35 (Fig. 2G). The percentage of Treg showed sustained increase at the stages of reoxygenation which was consistent with the observed characteristics in human PB (Fig. 1C). Most importantly, the levels of pro-inflammatory cytokines, TNF-α and IFN-γ, were significantly reduced at day 42 (Fig. 2H). Collectively, these findings demonstrated that the history of prolonged exposure to high-altitude hypoxia interrupted the immune populations.

### Peripheral Tregs experiencing HADA upregulate proliferation and immune-suppressing capacity

To investigate the underlying cause of increased Treg cell numbers, the proliferating, apoptotic, migrating statuses of Tregs in PB were analyzed. Staining of BrdU showed increased proliferating proportion in Tregs from PB (Fig. 3A). No differences were observed in the apoptotic fractions in Tregs, as indicated by staining of Annexin V and Propidium Iodide (Fig. 3B). The expression of CCR7 and CXCR4 in Tregs was also not influenced by the experience of hypoxia (Fig. 3C), indicating that the origin of increased Tregs was likely not from spleen or other secondary lymphoid organ, though the proportion of Tregs in spleen was reduced (Supplementary Fig. 1B-E).

**Fig. 3:**
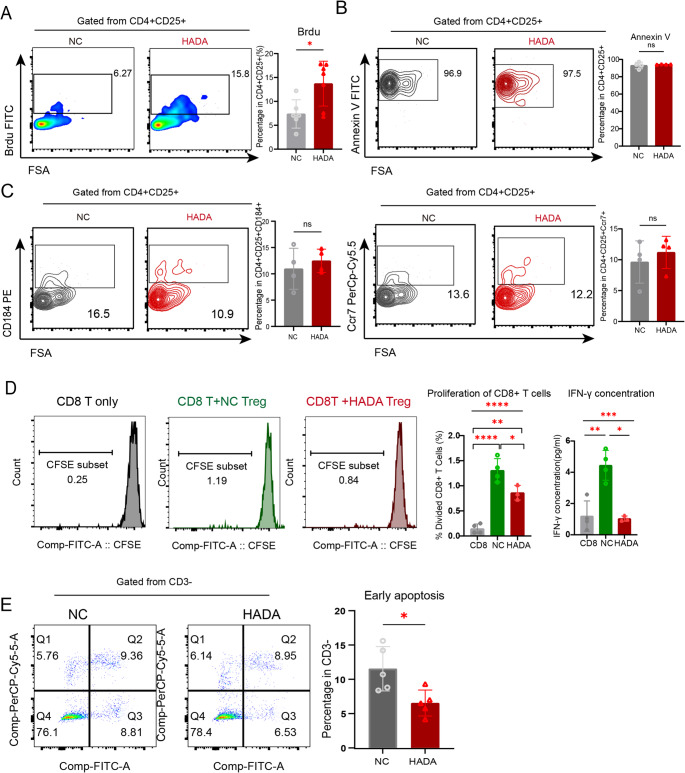
**Functional alterations of peripheral Treg cells at HADA phase.** (**A**) Proliferation of peripheral Treg cells assessed by flow cytometry. (**B**) Apoptosis levels of Treg cells compared between groups. (**C**) Chemotactic profiles of Treg cells analyzed by CXCR4 (CD184) and CCR7 expression. (**D**) Suppressive function of peripheral Treg cells evaluated by co-culture with CD8⁺ T cells, showing CD8⁺ T cell proliferation and IFN-γ production in culture supernatants. (**E**) Apoptosis of B16 after co-culture with CD3^+^ T cells, comparing groups with different Treg backgrounds. Data are presented as mean ± SEM; statistical significance was determined by Student’s t-test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001)

We subsequently evaluated the immune repressing function of Tregs in HADA mice. Tregs from peripheral blood were co-cultured with stimulated CD8^+^ T cells for 72 h. The proliferation rate of CD8 T cells were reduced by the addition of Tregs. However, the proliferation of CD8 T cells was further suppressed by Tregs from HADA mice (Fig. 3D). The concentration of IFN-γ in the supernatant further emphasized the upregulated immune-suppression function of Tregs in HADA mice (Fig. 3D).

For long-term effects of increased Tregs in HADA phase, T cells isolated from the peripheral blood of HADA and NC mice were co-cultured with B16 melanoma cells in vitro. Under 1:1 effector-to-target ratio, T cells from HADA mice increased the apoptotic ratio in B16 melanoma cells when compared to those from control group (Fig. 3E), indicating a suppressed function of whole T cells. These data along with the increased number of Tregs strongly suggested the role of Treg in suppressed immunity caused by HADA.

### Tregs experiencing HADA are changed at both transcriptomic and chromatin-accessibility level

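The transcriptomes were measured in CD4+CD25+ Tregs sorted from the peripheral blood of HADA and control mice, with 4 libraries per group. HADA mice had spent 28 days in a hypobaric chamber at a simulated altitude of 6000 m, and control mice had not been in the chamber. The paper's text does not state on which day after the return to normoxia the Tregs for RNA-seq were sorted. Its Fig. 4 legend names both a HADA phase and a Hypo group. The authors made the cDNA with a kit for single cells and low input, aligned the reads to the mouse genome GRCm39 with STAR, and deposited the raw counts that featureCounts gave for 56980 genes, without normalization. For 100% of the genes the counted length equals the whole span of the gene, introns included. All 1077 of the 1077 protein-coding genes whose span is fully covered by other gene spans were listed at 0 in every library. Total counts ranged from 22929193 to 28240337 in the HADA libraries (median 25910510) and from 1477431 to 22584062 in the control libraries (median 18019839). The mean total was higher in HADA (exact two-sided permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow). Control replicate 1 had the smallest total, and the next smallest was 14452433 in control replicate 2. A gene needs 3 counts, or 0.000203% of the total, to be seen in control replicate 1, against 1.06e-05% in HADA replicate 1. These floors, and the intervals given for shares of counts, cover counting error only, since copies of one cDNA molecule are not told apart in the counts. When every library was drawn down to 1477431 counts, 20612 ± 1748 genes (SD, n = 4) had at least 1 count in HADA and 23740 ± 5560 (SD, n = 4) in control, a difference within the spread between libraries (exact two-sided permutation test, p = 0.371). Under the alternatives tried, this difference moved most at full depth, where it was -663 genes (exact two-sided permutation test, p = 0.943). Counts on mitochondrial genes made up 6.20% ± 1.07 (SD, n = 4) of the total in HADA and 2.19% ± 1.32 (SD, n = 4) in control (exact two-sided permutation test, p = 0.029).

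**Figure D1:**
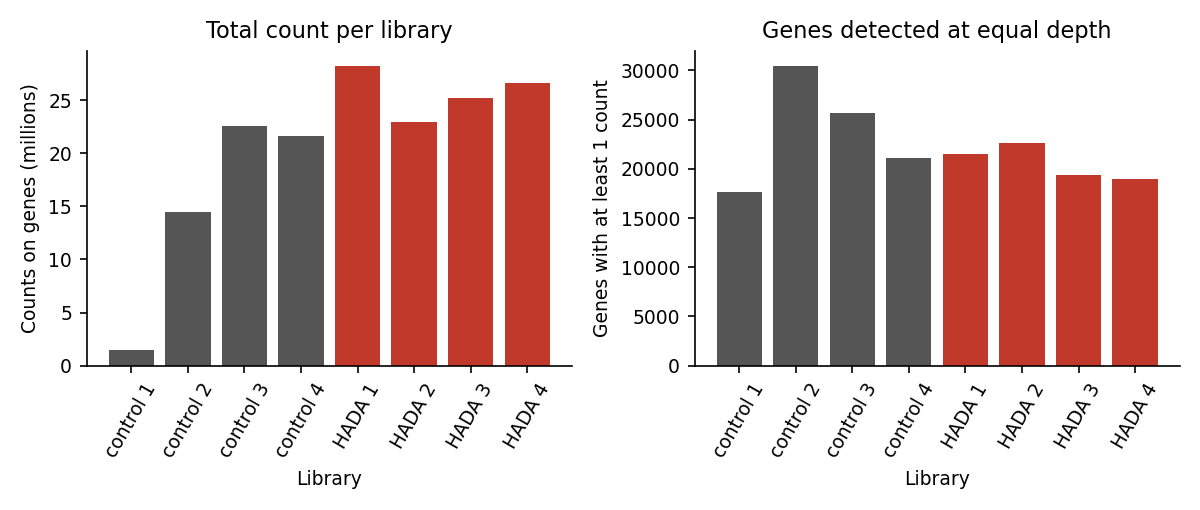
Total count on genes, with the axis in units of 1e+06 counts (left) and number of genes with at least 1 count after every library was drawn down to 1477431 counts (right), one bar per library, with control in grey and HADA in red. Control replicate 1 has the smallest total and control replicate 2 the most genes at equal depth, 30471.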

To decipher the molecular alterations in Tregs underlying their increased number and modified functions, RNA-seq was performed to FACS-sorted Tregs. Each group contains four samples. 

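Counts were scaled with edgeR's TMM method, which sets library size factors from the genes that change least, and turned into log2 CPM (counts scaled to a common library size) with a prior count of 2. The 21991 genes that passed edgeR's filter on low counts entered a principal component analysis, centred and not scaled, in which PC1 held 46.3% of the variance and PC2 19.6%. On PC1 the HADA libraries scored 71.8, 65.9, 135 and 166 in the order of their replicates, and control replicates 2, 3 and 4 scored -261, -215 and -150. Control replicate 1, the library with the fewest counts, scored 186 on PC1, above every HADA library, and 253 on PC2. The difference in mean PC1 score between HADA and control was 219.8, and it did not exceed what regrouping the libraries gives (exact two-sided permutation test, 4 libraries against 4, p = 0.143). On PC2 the HADA libraries all scored below the control libraries, from -96.7 to -74.1 against -7.95 to 253 (exact two-sided permutation test, p = 0.029). The alternative that moved the PC1 difference most left out control replicate 1, and gave 352 (exact two-sided permutation test, 4 libraries against 3, p = 0.029, the smallest p possible).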

Tregs from two groups showed separated distribution in PCA plot with principal component 1 (PC1) accounting for the main differences (Fig. 4A). 

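Ribosomal protein genes, the core of the cytosolic translation machinery, were used to follow translation along PC1. Among the 500 genes with the largest PC1 loadings in either direction, 9 of the 79 ribosomal protein genes in the analysis were found, all with positive loadings (odds ratio 5.61, Fisher's exact test across genes, two-sided, p = 7.6e-05; genes are not independent replicates). Among the 1000 genes with the largest loadings there were 27 of the 79 (odds ratio 11.2, Fisher's exact test, p = 4.32e-17). With each gene scaled to unit variance, 0 of the 79 were among the 500 (Fisher's exact test, p = 0.268), too few to give a direction. Counts on ribosomal protein genes made up 4.93% ± 0.537 of the total (SD, n = 4) in HADA and 1.56% ± 1.34 (SD, n = 4) in control, a difference of 3.37 percentage points (exact two-sided permutation test, p = 0.029), and with any one HADA library left out the p of this test was above 0.05. Control replicate 1 had 3.52% (95% Wilson interval 3.49% to 3.55%). This was nearer to the lowest HADA library at 4.20% (95% Wilson interval 4.19% to 4.20%) than to the other control libraries, at 0.490% to 1.21%. Over control replicates 1, 4, 3 and 2 the share fell as reads on olfactory and vomeronasal receptor genes, a gauge of genomic DNA, rose. Those reads ran from 0.0535 to 0.744 per kb and 1e+06 counts. After 2 ways of subtracting a background estimated from receptor genes, the set's log2 fold change relative to all genes was 0.98 and 0.76, against 2.32 before. It stayed past an adjusted p of 0.05 in limma's camera test. Genomic DNA may therefore account for part of the difference in share.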

PC1 was related to translation, protein modification, lymphocyte differentiation and leukocyte proliferation (Fig. 4B). 

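Each of the 21991 genes was tested for a difference between HADA and control with edgeR's quasi-likelihood test, and the thresholds named in the paper's methods were applied, an adjusted p-value (Benjamini-Hochberg) below 0.05 and a log2 fold change beyond 1 in either direction. By these thresholds 363 genes were higher in HADA Tregs and 105 were lower. The counts depended on the test and on single libraries. DESeq2, the tool the paper names, gave 2026 genes higher and 3296 lower, among them 361 of the 363 and all 105. Leaving out control replicate 1 gave 3716 genes higher and 4732 lower, again with the 363 and the 105 among them, while leaving out control replicate 3 gave 28 higher and 1 lower. Higher genes were 77.6% of those past the thresholds with edgeR and 38.1% with DESeq2. All 4 HADA libraries lay on one side of all 4 control libraries for 3262 of the tested genes (14.8%), where chance gives 2.86%. Of the 14 genes named in Fig. 4C, 11 were tested. All 11 were past the thresholds with the 2 groups apart, 8 higher and 3 lower in HADA. The Fig. 4C genes come from the paper's own calls on these libraries, so their passing is no independent support. Gm19100 and the 3 lower genes, Fxyd4, Zfp696 and Apol11b, were each past the thresholds in 1 of the 8 fits without one library. Praf2 and Pdf did not pass the filter on low counts, and A330076C08Rik was not found under that name. Other gene spans cover 79.7% of Praf2 and 86.4% of Pdf, where reads were not counted. Praf2 had 399, 0, 13 and 381 counts in the HADA libraries and 0 in every control library. The labels Praf2, Pdf and Trbv20 were read from a low-resolution picture and may be misread. Tinagl1 (ENSMUSG00000028776), on chromosome 4 of GRCm39 from 130058247 to 130068915, had the largest log2 fold change of the 11, 10.96 (standard error 1.03, adjusted p = 0.0022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 507 ± 160 TMM-normalized CPM (SD, n = 4) in HADA and 0.204 ± 0.155 (SD, n = 4) in control, and its span holds a run of at least 31 A or T. Tmem88, Trbv20 and Gm25614 had at most 3 counts in each control library. Their mean CPM in HADA was 291-fold, 53.8-fold and 12.6-fold a floor of 3 counts in control. These are ratios of means, and HADA libraries varied, with Trbv20 at 29.9 ± 26.8 CPM (SD, n = 4).

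**Figure D2:**
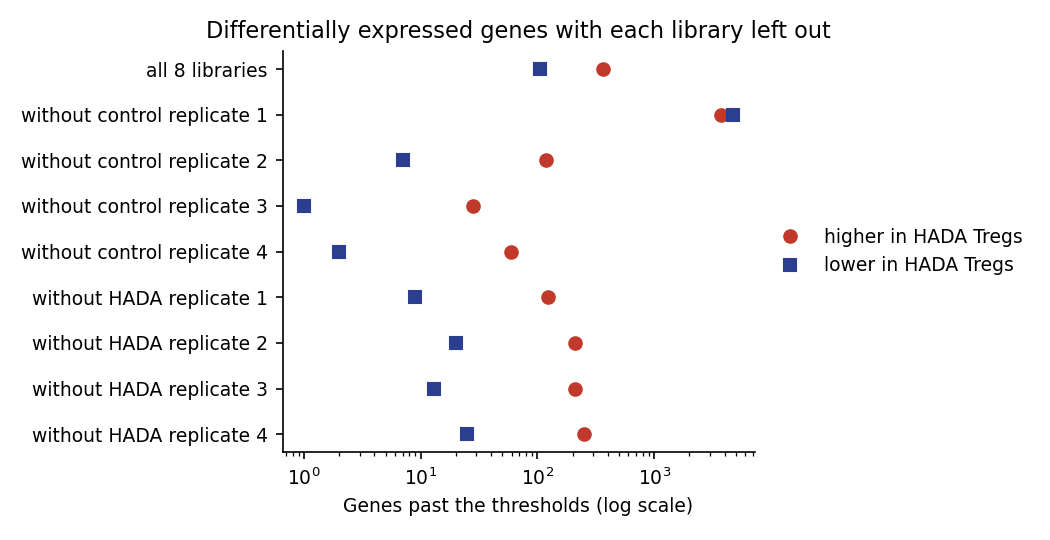
Number of genes past the thresholds, on a log scale, with all 8 libraries and with each library left out in turn, with red circles for genes higher in HADA Tregs and blue squares for genes lower. Both counts rise without control replicate 1, to 3716 and 4732, and fall with any other library left out, to as few as 28 and 1.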

Compared to Control Tregs, HADA Tregs upregulated 1415 genes which enriched features related to negative regulation of response to external stimulus, response to reactive oxygen species, negative regulation of immune response and cellular response to decreased oxygen levels (Fig. 4C-D). These features illustrated that Tregs responded to decreased oxygen level and upregulated immune-suppressing function, which is accordant with our functional assay.

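Gene sets for the responses at issue and for blood cell types were listed before the data were examined and tested against all other genes with camera, a competitive test in limma, in a family of 12 sets with Benjamini-Hochberg adjustment. Fold changes of sets are medians over their genes, relative to the median log2 fold change of all genes, 0.01. For 39 hypoxia response genes the log2 fold change was 0.71 (adjusted p = 0.0205 from limma's camera test). Their mean log2 CPM was 4.34 ± 0.36 (SD, n = 4) in HADA and 3.04 ± 1.13 (SD, n = 4) in control, with 4 of 4 HADA libraries above the control mean. The groups overlapped, as control replicate 1, at 4.17, lay above HADA replicates 1 and 2, at 4.00 and 4.13. The fold change of the set was 0.49 without control replicate 2, and it was -0.20 (adjusted p = 0.897 from limma's camera test) over the genes with at least 10 counts in every library. The 26 antioxidant genes had 1.44 (adjusted p = 0.0013 from limma's camera test). The 32 NRF2 target genes had 1.09 (adjusted p = 0.0205) and the 26 Treg signature genes 1.31 (adjusted p = 0.0062) from limma's camera test. The mean of the Treg signature genes was 5.63 ± 0.60 (SD, n = 4) in HADA and 3.92 ± 1.41 (SD, n = 4) in control, and control replicate 1, at 5.68, lay among the HADA libraries. The NRF2 set was not past an adjusted p of 0.05 over the genes with at least 10 counts in every library (0.50, adjusted p = 0.247 from limma's camera test), without genes with Gm or Rik names, without control replicate 2 or without HADA replicate 4. With every library drawn down to the smallest total, none of these 4 sets was past it. After a background estimated from receptor genes was subtracted, the median of all genes was 1.01, and relative to it the antioxidant, NRF2, Treg signature and hypoxia sets had 0.32, 0.26, -0.23 and -0.38, with adjusted p-values from 0.787 to 0.974 from limma's camera test. The 37 proliferation genes had -0.10 (adjusted p = 0.996 from limma's camera test), with a direction that changed between settings. In total 10 of the 12 sets passed an adjusted p of 0.05 with camera. By an exact two-sided permutation test of the mean of each set, the smallest adjusted p was 0.0571 and 0 sets passed, while 6 had an unadjusted p of 0.029, the smallest that 4 libraries against 4 allow. From the terms enriched among upregulated genes, the paper concludes that the Tregs responded to the lowered oxygen level and raised their immune-suppressing function. It also points to its functional assay, in which HADA Tregs suppressed CD8+ T cells further in co-culture.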

**Fig. 4:**
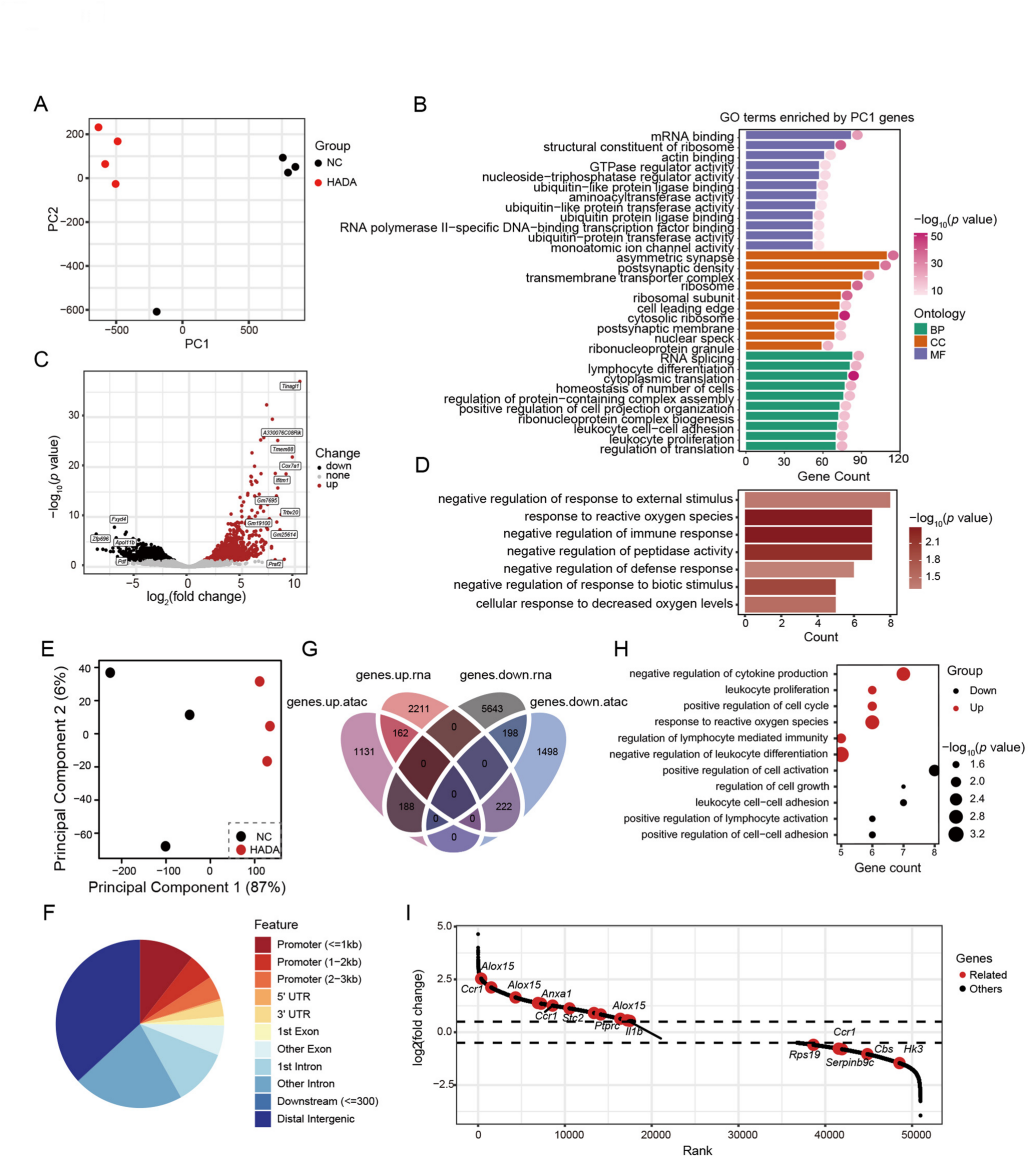
**Transcriptomic and ATAC profiling of peripheral Treg cells at HADA phase. **(**A**) Principal component analysis of peripheral Treg RNA-seq data. (**B**) GO terms enriched by genes contributing to principal component 1. (**C**) Presentation of differentially expressed genes in peripheral Treg, genes in red are those upregulated in Tregs from Hypo group. (**D**) Biological process GO terms enriched by genes upregulated by hypoxia treatment in peripheral Tregs. (**E**) PCA plot of ATAC-seq samples. (**F**) Pie plot showing the distribution of increased opened regions among groups. (**G**) Venn plot showing number of differentially expressed genes intersected across RNA-seq and ATAC-seq data. (**H**) GO terms enriched by genes mutually upregulated or downregulated at transcriptomic and ATAC-seq level. (**I**) Fold changes of ATAC-seq signal of genes contributed to upregulated features depicted in (**H**)

Due to the rare number of Tregs in PB, the chromatin accessibility data of peripheral blood mononuclear cells (PBMC) from two groups were obtained through ATAC-seq. The PCA plot showed obvious distinctions in chromatin accessibility, with PC1 represented the main differences of Treg features, indicating that HADA leads to alterations not only on transcriptional level but also on epigenomic level (Fig. 4E). About 20% of increased open frame of chromatin in PBMC was around the promoter region (Fig. 4F).

To focus on the epigenomic regulation caused by HADA in Tregs, the DEGs obtained from ATAC-seq and RNA-seq were intersected. Totally, 162 genes transcriptionally upregulated by Tregs showed upregulated chromatin accessibility in PBMC ATAC-seq (Fig. 4G). These genes enriched features related to negative regulation of cytokine production, leukocyte proliferation, positive regulation of cell cycle and negative regulation of leukocyte differentiation (Fig. 4H). *Alox15*,* Il1b* and *Ccr1* were among these genes (Fig. 4I). 

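In the Treg libraries, Alox15 (ENSMUSG00000018924, chromosome 11, 70234978 to 70242857), which encodes a lipoxygenase, had 15.9 ± 14.1 TMM-normalized CPM (SD, n = 4) in HADA and 0.483 ± 0.412 (SD, n = 4) in control. Its log2 fold change was 4.82 (standard error 1.28, adjusted p = 0.069 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HADA replicate 3 had 4 counts of Alox15, and 3 of the 4 HADA libraries were above the control mean. Il1b (ENSMUSG00000027398, chromosome 2, 129206490 to 129213059), which encodes interleukin 1 beta, had 40.8 ± 41.7 CPM (SD, n = 4) in HADA and 7.57 ± 13.6 (SD, n = 4) in control. Its log2 fold change was 2.50 (standard error 1.50, adjusted p = 0.275 from the same edgeR test), smaller than the spread between libraries. Control replicate 1, at 28.0 CPM, reached the level of HADA replicate 1, and HADA replicate 4 had 1.08. Other gene spans cover 18.9% of the span of Il1b, where reads were not counted. Ccr1 (ENSMUSG00000025804, chromosome 9, 123762161 to 123768729), which encodes a chemokine receptor, had 45.9 ± 30.7 CPM (SD, n = 4) in HADA and 0.750 ± 0.560 (SD, n = 4) in control. Its log2 fold change was 5.78 (standard error 1.40, adjusted p = 0.054 from the same edgeR test), and HADA replicate 4, with 8 counts, lay within the control range. With DESeq2, Alox15 (adjusted p = 0.0024) and Ccr1 (adjusted p = 1.03e-04) were below 0.05 and Il1b (adjusted p = 0.142) was not. With each library left out in turn, Il1b was below 0.05 in 1 of 8 fits, the one without control replicate 1, and Alox15 and Ccr1 in 2 of 8 each. Marker genes of myeloid cells rose in the same libraries by a log2 fold change of 1.75 relative to all genes (adjusted p = 2.03e-04 from limma's camera test), and by 1.19 after a background estimated from receptor genes was subtracted (adjusted p = 0.639 from limma's camera test). Without HADA replicate 2 the rise, with no background subtracted, was 0.95. Of the 7 other genes in Fig. 4I, 6 were tested, all with positive log2 fold changes and the 2 groups apart, and Stc2, Serpinb9c, Cbs and Hk3 were past the thresholds. Anxa1 was listed at 0 in every library, and 100% of its span is covered by other gene spans. The ATAC-seq data were not analysed here.

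**Figure D3:**
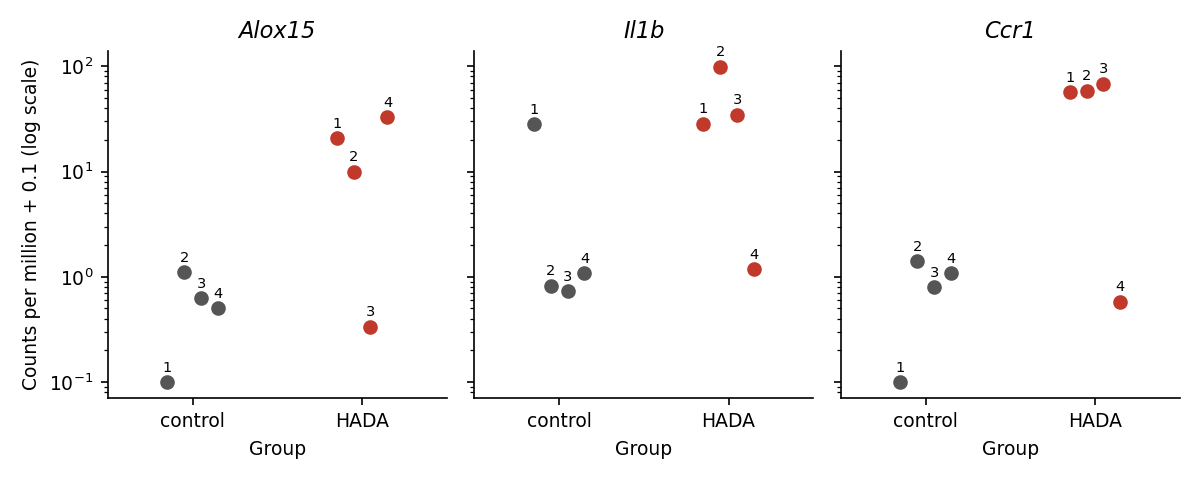
CPM plus 0.1, on a log scale, of Alox15, Il1b and Ccr1 in each library, numbered by replicate, with control in grey and HADA in red. HADA replicate 3 is low for Alox15, HADA replicate 4 is low for Il1b and Ccr1, and control replicate 1 is high for Il1b at 28.0 CPM.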

Correspondingly, a total of 198 genes downregulated transcriptionally by Tregs showed downregulated chromatin accessibility in PBMCs. These genes enriched features related to positive regulation of immune processes (Fig. 4H). These data strongly suggested that upregulated proliferation and enhanced immune-suppressing feature in Tregs were under the regulation of chromatin accessibility.

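Among the 105 genes lower in HADA Tregs by the RNA-seq counts, 35 (33.3%) were olfactory or vomeronasal receptor genes, against 3 of the 363 higher genes (0.826%) and 953 of the 21991 tested (4.33%). The smallest p-values among lower genes whose groups did not overlap were those of Gm7774, Or14c46, Or9s18, Or1j14 and Gm49674. Or14c46 (ENSMUSG00000057540, chromosome 7, 85917695 to 85926380) encodes an olfactory receptor. It had 0.161 ± 0.0488 CPM (SD, n = 4) in HADA and 2.36 ± 0.943 (SD, n = 4) in control, from 2 to 99 counts per control library, a log2 fold change of -3.86 (standard error 0.58, adjusted p = 0.0092 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Or9s18 and Or1j14 had log2 fold changes of -4.31 and -4.31, also on few counts. Gm7774 and Gm49674 had at most 3 counts in each HADA library. Their mean CPM in control was 31.4-fold and 10.2-fold a floor of 3 counts in HADA. After a background estimated from receptor genes was subtracted in proportion to the span of each gene, 97 genes were lower, and 14 of them were among the 105.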

### Nrf2 mediates the molecular response of Tregs to HADA

The transcription factors (TFs) binding to 162 genes both upregulated in transcriptomic data and ATAC data were predicted (Fig. 5A). Among the four TFs screened out, Nuclear Factor Erythroid 2 (*NF-E2*) was reported to regulate the differentiation of megakaryocytes and erythroid cells [22]. Mesoderm Posterior 1 (*mesp1*) is the primary modulator of fate priming of mesoderm and no reports on its regulation in immunity has been published. Nuclear Factor Erythroid 2-related factor 2 (*Nrf2*) is involved in anti-oxidative, anti-inflammatory and anti-toxicity processes [23]. It has been reported that the upregulation of Nrf2/HO-1 signals induced the generation of Treg cells and release the levels of IL-6, IL-1β and TNF-α [24] which was probably due to its strong function against oxidative stress. Early Growth Response 2 (*Egr2*) is the main regulator of peripheral nervous system and is related to immune suppressing function of Tregs [25].

**Fig. 5:**
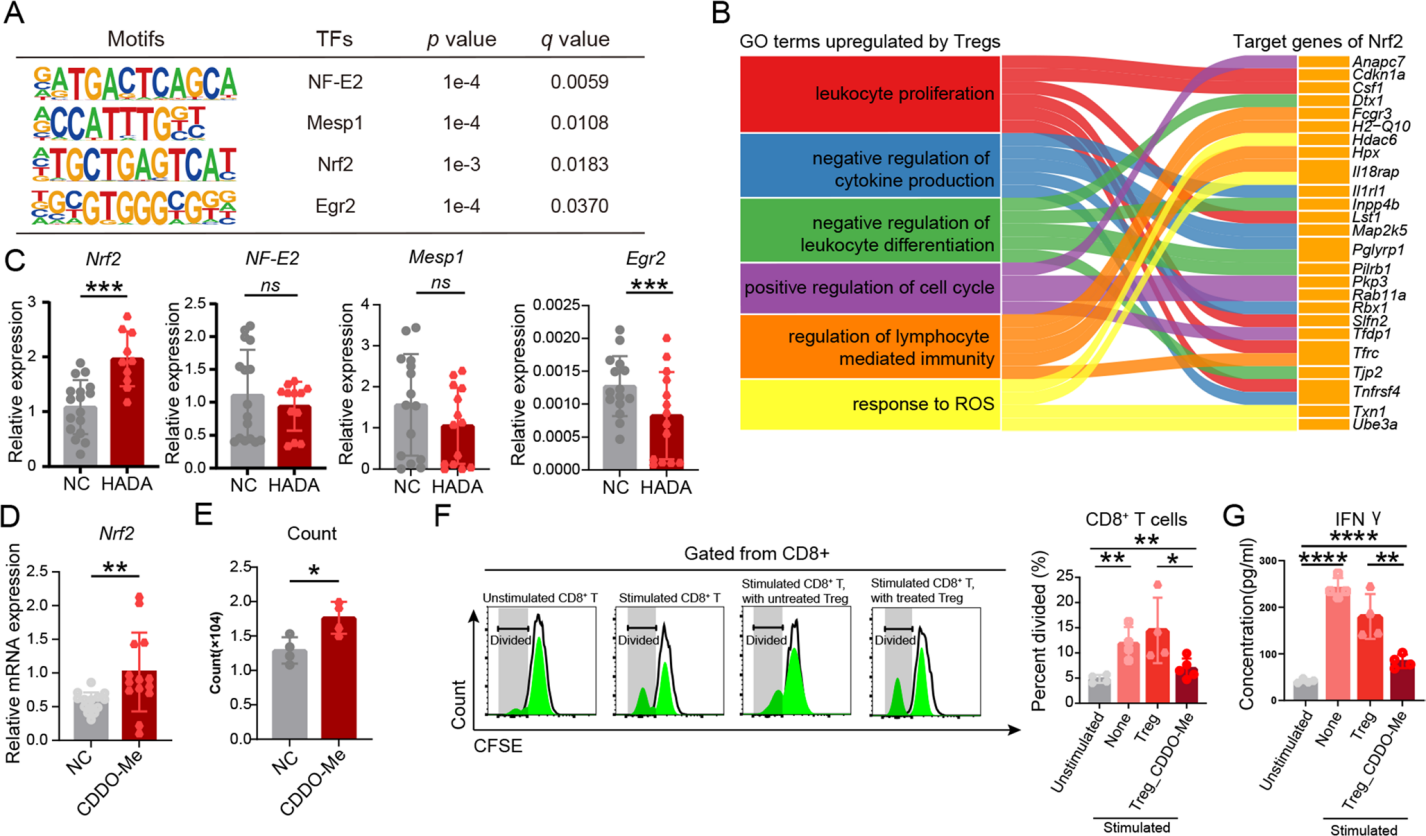
**Screening of transcription factor modulating Treg alterations in HADA.** (**A**) Motifs and transcription factors predicted for HADA-induced change in Tregs. (**B**) Bar plots showing expression of candidate transcription factors in Tregs. (**C**) Relations among upregulated features and target genes predicted to be regulated by Nrf2. (**D**) Expression of Nrf2 in Tregs upon CDDO-Me stimulation. (**E**) Number of Tregs after CDDO-Me stimulation. (**F**) FACS analysis of CD8^+^ T division using CFSE staining. (**G**) The level of INF-γ secreted by CD8^+^ T cells in indicated groups. Data are presented as mean ± SEM; statistical significance was determined by Student’s t-test or one-way analysis of variance (ANOVA) (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001)

The expression of TFs enrolled by ATAC-seq data was analyzed in Tregs from PB. The expression of *Nrf2* was significantly upregulated in Tregs from HADA mice (Fig. 5C). The molecules downstream of the transcriptomic regulation of *Nrf2* were subsequently predicted based on the regulatory motifs. Among the 173 targets of *Nrf2*, 29 genes contributed to features related to negative regulation of cytokine production, positive regulation of cell cycle, response to reactive oxygen species and regulation of lymphocyte-mediated immunity (Fig. 5B). This confirmed the regulatory role of *Nrf2* in Treg response to HADA.

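Of the genes that Fig. 5B names, 25 could be read, and all 25 were tested in the RNA-seq counts of the Tregs. Every one of the 25 had a positive log2 fold change, from 1.78 for Il1rl1 to 7.18 for Lst1, with a median of 3.10. With adjustment over all 21991 genes, 4 of the 25 were past the thresholds of edgeR's quasi-likelihood test. With adjustment over the list alone, 19 were, though a list drawn from the paper's own calls on these libraries shows no stability. Map2k5 (ENSMUSG00000058444, chromosome 9, 63071050 to 63285184), which encodes a kinase of the MAP kinase cascade, had 802 ± 113 CPM (SD, n = 4) in HADA and 39.9 ± 6.92 (SD, n = 4) in control. Its log2 fold change was 4.33 (standard error 0.68, adjusted p = 0.011 from the same edgeR test) and stayed between 4.12 and 4.57 with each library left out in turn. Lst1 (ENSMUSG00000073412, chromosome 17, 35404071 to 35407415), a gene of the major histocompatibility region, had a log2 fold change of 7.18 (standard error 1.20, adjusted p = 0.014 from the same edgeR test), on at most 7 counts in any control library. Txn1 (ENSMUSG00000028367, chromosome 4, 57943373 to 57956411), which encodes the antioxidant protein thioredoxin, had 140 ± 32.0 CPM (SD, n = 4) in HADA and 12.8 ± 13.4 (SD, n = 4) in control, and its adjusted p was 0.075 from the same edgeR test (log2 fold change 3.47, standard error 0.94). For 10 of the 25 genes all 4 HADA libraries lay above all 4 control libraries. The number past the thresholds was 23 without control replicate 1 and 0 without control replicate 3 or 4. The list of 173 predicted targets was not analysed here.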

To verify the role of *Nrf2* in HADA-induced alterations of Treg cells, peripheral blood Treg cells were treated with *Nrf2* agonist Bardoxolone methyl (CDDO-Me) for 24 h to induce the overexpression of *Nrf2*. The upregulation of *Nrf2* was verified first in Tregs (Fig. 5D). After further culture for 48 h, Tregs treated with CDDO-Me experienced a higher level of expansion (Fig. 5E). The immune-suppressing capacity was further evaluated based on co-culture with stimulated CD8^+^ T cells for another 72 h. The expansion of CD8^+^ T cells was significantly inhibited by Tregs treated with CDDO-Me (Fig. 5F). The concentration of IFN-γ was also reduced (Fig. 5G). This along with previous data indicated that Nrf2 serves as a partial, if not all, mechanistic explanation for the effects of HADA on Treg cells.

## Discussion

The long-term responses of individuals during HADA phase have not yet been fully characterized. We systematically investigated immune alterations in both human subjects and mouse models that experienced high-altitude exposure or hypoxic conditions followed by a return to low-altitude or normoxic environments. Our results revealed a consistent increase in Tregs in the peripheral blood of both humans and mice undergoing HADA. Notably, the expanded Treg population exhibited enhanced proliferative capacity and immunosuppressive function, which was associated with reduced immune activity against cancer cells. Through integrated RNA sequencing of Tregs and ATAC sequencing of peripheral white blood cells, we identified *Nrf2*, a well-established regulator of cellular redox homeostasis, as a key transcription factor modulating Treg abundance and function during HADA. Together, these findings provide the first comprehensive evidence of long-term immune remodeling induced by HADA and offer important insights into the immunological consequences of both high-altitude acclimatization and de-acclimatization. By delineating immune alterations associated with HADA in both human cohorts and animal models, this study enables the identification and monitoring of populations susceptible to immune dysregulation during the de-acclimatization period. Furthermore, targeting *Nrf2* through preventive pharmacological interventions may represent a promising strategy to mitigate HADA-associated immune suppression, thereby supporting a paradigm shift from post-onset treatment toward predictive, preventive, and personalized medicine (3PM/PPPM) in the management of high-altitude de-acclimatization–related health risks.

The long-term consequences of a sustained increase in Treg activity and a resultant state of immunosuppression present a significant clinical paradox. While Tregs are indispensable for maintaining self-tolerance and preventing autoimmunity, their chronic overabundance can severely compromise immunosurveillance [26]. This impaired immune vigilance creates a permissive environment for the emergence and progression of malignancies, as nascent tumor cells are more likely to evade detection and destruction [26]. Furthermore, it heightens susceptibility to opportunistic infections and viral reactivation, as seen with latent herpesviruses like Epstein-Barr virus or cytomegalovirus [27]. From a PPPM perspective, these observations underscore the importance of early identification of individuals at risk of Treg-dominated immune imbalance, enabling predictive risk stratification, targeted preventive interventions, and personalized immune modulation strategies. Maintaining a finely tuned immune homeostasis is therefore not only essential for immune tolerance but also represents a key determinant of long-term disease susceptibility and health outcomes.

The observed increase in regulatory T cells (Tregs) within the peripheral blood likely originates from two primary mechanisms: thymic derivation and peripheral induction/expansion [28]. The thymus serves as the primary source, generating a continuous output of natural Tregs (nTregs) that are inherently programmed for immunosuppressive function; an upregulation in thymic Treg production could directly contribute to elevated peripheral counts [28]. However, a significant proportion of the expanded Treg pool is probably acquired in the periphery. Induced Tregs (iTregs) can differentiate from conventional CD4^+^ T cells in secondary lymphoid organs, such as lymph nodes and the spleen, particularly under specific cytokine milieus rich in TGF-β and interleukin-2 (IL-2) [29]. Furthermore, chronic antigenic stimulation at sites of inflammation, such as in autoimmune conditions, tumors, or persistent infections, can act as a crucial niche for the local expansion and conversion of Tregs, which subsequently migrate into the circulation. Thus, the periphery acts not merely as a reservoir but as an active factory, where both the *de novo* generation and clonal amplification of Tregs can occur, driven by local immunological cues.

The acclimatization to hypoxia and the subsequent return to normoxia may initiate a complex interplay between oxidative stress and immune regulation, potentially centered on the Nrf2 pathway [30]. Upon descent, the reoxygenation is thought to induce a significant burst of reactive oxygen species (ROS), creating a state of oxidative stress [31]. This oxidative environment can have a dual effect: it actively triggers the activation of the transcription factor Nrf2, the master regulator of antioxidant response elements (ARE), which upregulates cytoprotective genes to restore redox homeostasis [32]. Concurrently, elevated ROS and the subsequent cellular stress can act as a potent signaling cue for the immune system [33]. We hypothesized that this ROS-Nrf2 axis may create an anti-inflammatory milieu conducive to the induction and functional enhancement of Tregs. Thus, the post-descent surge in oxidative stress may represent a pivotal regulatory trigger that couples metabolic reprogramming with immune tolerance via Nrf2-dependent Treg expansion during high-altitude de-acclimatization. This integrative mechanism offers a biologically grounded framework for early identification of immune vulnerability, longitudinal immune monitoring, and stratification of individuals at risk for prolonged immunosuppression. Importantly, targeting this regulatory axis opens new avenues for preventive intervention and individualized immune rebalancing, thereby facilitating a transition from reactive management toward predictive, preventive, and personalized medicine (PPPM) in the context of HADA.

### Limitations

Despite the encouraging findings of this study, several limitations should be acknowledged. First, although an increase in peripheral blood Treg cells was consistently confirmed in both human cohorts and animal models, the sample size of the human population remains limited and should be expanded to obtain more generalizable conclusions. Second, the involvement of Nrf2 as a key molecular target mediating Treg-associated immunosuppressive functions requires further systematic evaluation in individuals undergoing HADA to extend our findings. Finally, although Nrf2 was identified as a central focus in this study, broader exploration of therapeutic strategies targeting this molecule is still needed in future investigations.

### Conclusion, expert recommendations, and outlook in the framework of 3PM

In summary, our findings collectively delineate the landscape of peripheral immune cell alterations during the HADA phase in both humans and mice. We demonstrate that the expansion and heightened immunosuppressive function of Treg cells drive an overall immunosuppressive state, which likely underpins the clinical manifestations of immune dysregulation upon returning to lower altitude. Furthermore, multi-omic analyses pinpointed Nrf2 as a pivotal upstream regulator of this process, offering a mechanistic foundation for developing targeted therapeutic strategies.

Effective management of HADA within the PPPM framework requires coordinated efforts across predictive, preventive, and personalized strategies. From a predictive perspective, priority should be given to monitoring dynamic changes in circulating Treg cell populations in individuals returning to normoxic environments after prolonged hypoxic exposure. Routine surveillance, systematic assessment of immune status, and long-term follow-up are essential to identify sustained immunosuppression at an early stage and to prevent irreversible consequences, including chronic inflammation and increased susceptibility to malignancies. Preventive strategies should emphasize biomarker-guided, individualized nutritional interventions and lifestyle adjustments tailored to an individual’s physiological condition. In this context, mitochondrial quality control plays a critical role. Hypoxic exposure at high altitude challenges mitochondrial function, leading to reduced mitochondrial density and altered energy metabolism, which contribute to altitude-related disorders (AMS) [34]. Importantly, even after descent and restoration of normoxia, mitochondrial recovery may remain incomplete; therefore, post-descent assessment of mitochondrial function is warranted. Targeted nutritional strategies may be implemented to support mitochondrial health and functional restoration [35, 36]. Personalized medicine approaches can be further refined by integrating multi-omics data with intracellular *Nrf2* expression profiles, enabling individualized intervention plans and dynamic health management. Moreover, in-depth elucidation of Nrf2-associated molecular mechanisms will facilitate the development of more precise targeted prevention strategies and personalized medical services for HADA. Overall, these recommendations aim to mitigate immunosuppressive states in individuals with HADA, prevent irreversible outcomes driven by immune dysregulation, and ultimately improve long-term health and quality of life.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary figure 6 Supplementary Material 1 (PNG 710 KB)

High Resolution Image

Supplementary figure 7 Supplementary Material 2 (PNG 364 KB)

High Resolution Image

Supplementary Material 3

Supplementary Material 4

## Data Availability

The raw data of RNA-seq and ATAC-seq generated in our study have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE315734 and GSE315544.

## Abbreviations

HADA: High altittude de-acclimatization
Nrf2: Nuclear factor erythroid 2–related factor 2
Treg: Regulatory T cells
RNA: Ribonucleic acid
ATAC: Assay for transposase-accessible chromatin
HADAS: High-altitude de-acclimatization syndrome
HIFs: Hypoxia-inducible factors
JAK-STAT: Janus kinase–signal transducer and activator of transcription
NOD: Nucleotide-binding oligomerization domain
IL: Interleukin
TNF: Tumor necrosis factor
SPF: Specific pathogen-free
ELISA: Enzyme linked immunosorbent assay
IFN: Interferon
TGF: Transforming growth factor
BCA: Bicinchoninic acid
FBS: Fetal bovine serum
Foxp3: Forkhead box P3
Th: T helper
BrdU: 5-Bromo-2′-deoxyuridine
RPMI: Roswell park memorial institute
CFSE: Carboxyfluorescein succinimidyl ester
cDNA: Complementary DNA
PCR: Polymerase chain reaction
FASTQ: FASTA with quality scores
DEGs: Differentially expressed genes
GO: Gene ontology
NC: Altitude-naïve controls
WBC: White blood cell
NK cell: Natural killer cell
PC: Plasma cell
PB: Peripheral blood
CCR7: C-C chemokine receptor type 7
CXCR4: C-X-C chemokine receptor type 4
PCA: Principal component analysis
PBMC: Peripheral blood mononuclear cells
Alox15: Arachidonate 15-lipoxygenase
Il1b: Interleukin 1 beta
Ccr1: C-C chemokine receptor type 1
TFs: Transcription factors
AMS: Altitude-related disorders
NF-E2: Nuclear factor erythroid 2
mesp1: Mesoderm posterior 1
Egr2: Early growth response 2
CDDO-Me: Bardoxolone methyl
ROS: Reactive oxygen species
HA: High altitude
ARE: Antioxidant response elements
STAR aligner: Spliced transcripts alignment to a reference
FACS: Fluorescence-activated cell sorting

How the deposited data were processed for this re-analysis (not part of the article)

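Tregs sorted as CD4+CD25+ cells from peripheral blood were sequenced in 4 HADA and 4 control libraries. The libraries were assigned to HADA and control, and given replicate numbers, from their labels. The paper's text does not say whether libraries with the same number belong together, and they were treated as unpaired. For the RNA-seq data, the authors checked reads with FastQC, trimmed them with Trimmomatic, aligned them to GRCm39 with STAR and counted reads per gene with featureCounts, and the deposited values are these raw counts, without normalization. The paper's text does not state the strand or multi-mapping settings of featureCounts, or the input of its principal component analysis. The deposited table covers 56980 genes under Ensembl identifiers, and its length column equals the span from start to end for 100% of them, so that counts include introns. Gene names came from GENCODE vM39, in which 56236 identifiers (98.7%) were found, 60.6% of them with the same coordinates. Coordinates printed are those of the deposited table.

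The total count per library was between 1477431 and 28240337. A floor of 3 counts was taken as the smallest amount a library can show, and 95% Wilson intervals were used for shares of counts in single libraries. Both cover counting error only. No pair of the 8 libraries had identical counts.

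Differential expression was tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) in R 4.3.3, without covariates, on 21991 genes. A gene was past the thresholds at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 1 in either direction, the thresholds the paper's methods give. The paper's methods name DESeq2 1.42.0, and the same version was run as an alternative. CPM values were normalized with TMM, and log2 CPM used a prior count of 2. Principal components came from log2 CPM, centred and not scaled, and the 500 genes with the largest PC1 loadings were compared with the rest by Fisher's exact test. Gene sets were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01. Single values per library were compared with exact two-sided permutation tests, whose smallest p is 0.029 for 4 libraries against 4. Other tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0.

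The methods were tested on simulated data with the real library sizes, 200 changed genes of 21991, a log2 change of 3 and a dispersion of 0.2. edgeR recovered 96.5% of the changed genes, with 3.5% of its calls false. DESeq2 recovered 97% with 10.2% false, and limma 91% with 2.67% false. With the dispersion of the real libraries, 0.851, edgeR recovered 2%.

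The rule for which genes to name in the text was fixed before the data were examined. It covers every gene the paper's text and Figs. 4C, 4I and 5A-C name, and the markers Foxp3, Il2ra and Cd4, Ccr7 and Cxcr4. In each direction it adds the 5 genes with the smallest p-value among those past the thresholds whose groups do not overlap. Which genes these 5 are was known only from the data. The gene sets were written down at the same time as the rule.

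The alternatives tried were DESeq2's size factors and its test, limma on log2(CPM + 1) and log2(CPM + 0.1), no filter, at least 10 counts in every library, libraries drawn down to the smallest total with a seed of 1, no genes with Gm or Rik names, an unadjusted p, no fold threshold, the replicate number as a block, and each library left out in turn. The background was measured on 1587 olfactory and vomeronasal receptor genes that no other gene overlaps. It was subtracted in 2 ways, from the mean over all of them and without the 5% of highest density, which left 1507. The 1587 include Vmn2r12, one of the genes higher in HADA. These subtractions, the fits without overlapped genes and without the 20 genes with the most counts, and DESeq2 without control replicate 1 were chosen after seeing the data. Gene Ontology enrichment, the lists behind Fig. 4G, the predicted NRF2 targets beyond Fig. 5B, the ATAC-seq data and quantitative PCR were not analysed here.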

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

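The tests of library depth, of a mislabelled library, of the trimmed receptor-gene density and of runs of A were chosen only after the result was seen. The test of the mean receptor-gene density in control replicate 1 was written before.

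Within a group of 4 libraries, 1 library lay far from the other 3 for 17 of 162 measures and genes tested, where chance gives about 8.1. The measures are not independent, and 9 of the 17 belong to control replicate 1, the library with 1477431 counts. In that library haemoglobin genes took 3.08% of the counts (95% Wilson interval 3.05% to 3.11%), against 0.226% to 0.583% in the other control libraries and 0.00967% to 0.252% in the HADA libraries. Its log2 CPM was high for Il1b (4.81, against -0.46 to 0.12 in the other control libraries), Dtx1 (5.15), Il18rap (5.36), Tnfrsf4 (6.91, against -1.17 to -0.77), Ifitm1 (1.94, on 6 counts) and Tmem88 (0.42, on 2 counts). It was low for Stc2 (-3.34) and Cbs (-3.34), both on 0 counts, so that at this depth those genes were not detectable rather than absent.

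Control replicate 1 lay nearer to the HADA libraries than to the other control libraries. If depth were the cause, drawing all libraries down to its total would bring it back to the controls. Its mean Pearson correlation across genes, after drawing down, was 0.884 with HADA and 0.742 with control replicates 2 to 4, a difference of 0.142 in favour of HADA, and depth is set aside. A mislabelled library may be the source. Of the 100 genes that most separated HADA from control replicates 2 to 4 upwards, control replicate 1 was on the HADA side for 69%, and for 70% of the 100 downwards, which is neither the HADA nor the control pattern. Control replicate 1 had 8.08 CPM for Aco1 and 47.8 for Map2k5, against 1496 to 2414 and 656 to 911 in the HADA libraries and 8.07 to 11.5 and 33.1 to 43.5 in the other control libraries, which goes against a HADA library under a control label, although both genes were chosen with control replicate 1 counted as a control. A low share of reads from genomic DNA is a candidate explanation. The density on receptor genes in control replicate 1 was 0.0535 reads per kb and 1e+06 counts, against 0.0748 to 0.191 in the HADA libraries and 0.162 to 0.744 in control replicates 2 to 4. By the trimmed density it was 0.0501, inside the HADA range of 0.0418 to 0.0958 and below control replicates 2 to 4 at 0.149 to 0.732. Over 20 erythroid marker genes its mean log2 CPM was 5.63, against 3.66 to 4.16 in the other control libraries and 2.84 to 3.29 in the HADA libraries, but the set includes haemoglobin genes and so is no separate test of them. The haemoglobin share and the erythroid score, not chosen by group, lie away from HADA and also go against a HADA library under a control label, while the shares of 69% and 70% do not decide it. A lower share of genomic DNA remains, and no biological explanation was tested, since the design gives control replicate 1 no condition of its own.

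The other 8 outlying values came from single genes. HADA replicate 4 had a log2 CPM of -0.79 for Ccr1 (8 counts, against 5.82 to 6.09 in the other HADA libraries), -0.94 for Cdkn1a (7 counts) and 8.28 for Rab11a. HADA replicate 2 had 4.24 for Nfe2, 2.83 for Csf1 and 4.21 for Mesp1, the last against 3.71 to 3.74. HADA replicate 3 had -3.34 for Fxyd4, on 0 counts. Control replicate 2 had -2.16 for Mesp1, on 4 counts against 0 in the other control libraries. Chance gives about 8.1 such values among 162, and no explanation, technical or biological, was tested for these.

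Outside the genes the paper names, Aco1, BC065403, Vmn2r12 and B3gnt2 had the smallest p-values among genes higher in HADA Tregs. Their log2 fold changes were 7.73, 8.34, 7.47 and 7.04, with 4 of 4 HADA libraries above every control library and adjusted p-values from 0.0022 to 0.0069 from edgeR's quasi-likelihood test. All 4 stayed past the thresholds in each of the 8 fits that left out one library. Vmn2r12 is a vomeronasal receptor gene. Other gene spans cover 28.9% of BC065403 and 26.6% of B3gnt2. Library-specific genomic DNA was tested by subtracting the trimmed receptor-gene density, which gave 475 genes higher in HADA, 108 of them among the 363, where the mean density gave 96, 46 of them among the 363. With the trimmed density the log2 fold changes of Aco1, BC065403, Vmn2r12 and B3gnt2 were 10.4, 15.0, 9.84 and 8.39. Their adjusted p-values were 0.034, 0.0069, 0.034 and 0.054 from edgeR's quasi-likelihood test. None of the 4 fold changes fell under this subtraction. The trimmed density was 0.149 to 0.732 in control replicates 2 to 4, against 0.0418 to 0.0958 in the HADA libraries. Its subtraction therefore takes more from those controls and tends to raise the fold change of genes higher in HADA. The outcome thus does not decide on genomic DNA as the source for these 4 genes. Reads from runs of A placed on gene spans could raise such genes, since all 4 spans, and that of Tinagl1, hold a run of at least 31 A or T. These 5 are among the 60 genes in which the runs were noticed and so cannot test it. Among 291 called genes outside the 60, 18.2% held such a run, against 13.1% of 2910 genes of matched length, a ratio of 1.39 (Fisher's exact test, p = 0.0194), below the ratio of 2 set for that explanation. Among the called genes of the 60, 41.7% held one. The ratio of 1.39 lies in the direction that runs of A predict but below 2, so it leaves them open for called genes in general. They could not be tested in these 4 genes themselves, and no test shows why such reads would be more frequent in HADA libraries. Reads shared between paralogs were not tested for Vmn2r12. The difference is therefore left unexplained and is not called biological.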

How the results depend on the processing

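All tests here compare settings on the same 8 libraries. The 2 background subtractions, the fits without overlapped genes and without the 20 largest genes, and DESeq2 without control replicate 1 were chosen after seeing the data, and all other alternatives before the data were examined. Except where a value is given as the cause, the cause was not tested.

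The 363 genes higher in HADA became 93 with at least 10 counts in every library, 97 after drawing down to the smallest total, 158 with a replicate block, 70 without genes with Gm or Rik names, 96 after subtracting the mean receptor-gene background, 814 with limma on log2(CPM + 1), 2026 with DESeq2, 2647 with an unadjusted p and 6028 with DESeq2 without control replicate 1. The 105 genes lower became 54 with no filter, 11 with a replicate block, 16 without Gm or Rik names, 30 with limma on log2(CPM + 0.1), 3296 with DESeq2, 3233 with an unadjusted p and 6000 with DESeq2 without control replicate 1. Of the 363 and 105, the fit with 10 counts in every library kept 55 and 5, the drawn-down fit 85 and 5, and the replicate block 146 and 9. DESeq2's size factors, the trimmed background (475 and 112), the fit without overlapped genes (299 and 141) and the fit without the 20 largest genes (359 and 103) stayed within 1.5 times both counts, but the trimmed background shared only 108 and 19 genes with the first fit. The fold threshold removed no gene and so could not move the counts. Across the 8 fits that each left out one library, the counts ran from 28 to 3716 higher and from 1 to 4732 lower, and of these fits only the one without control replicate 1 raised them. Genes higher in HADA were 77.6% of those past the thresholds, 38.1% with DESeq2, 41.2% with at least 10 counts in every library, 40.9% drawn down, 49.7% after the mean background, 44.0% without control replicate 1 and up to 96.7% without control replicate 4. Same-numbered libraries showed no sign of pairing: across genes, after subtracting the mean of the group, their correlations were -0.207, 0.252, -0.0805 and -0.00316.

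Of the splits of the libraries that part all same-numbered pairs, 1 of 8 gave as many genes higher, 1 of 8 as many lower, 2 of 8 as many gene sets and 1 of 8 as many Fig. 5B genes, the real split included. With only 8 such splits no share below 0.05 is possible. Of all 35 splits, most of which part fewer pairs, 1, 1, 7 and 1 did, and 2 other splits gave any gene past the thresholds. The number of gene sets therefore cannot be told apart from a regrouping of the libraries.

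The difference in PC1 score, 219.8 with p = 0.143, was 112 over the 500 most variable genes (exact permutation test, p = 0.029) and from 183 to 352 across the fits without one library. The sign of a component is arbitrary, so only the size of this difference is compared. The odds ratio of ribosomal protein genes in the top PC1 genes was 11.2 over the top 1000 genes (Fisher's exact test, p = 4.32e-17), 11.9 with no filter (Fisher's exact test, p = 4.8e-08), 0 with unit variance (Fisher's exact test, p = 0.268, too large to give a direction) and from 2.34 (without control replicate 2, Fisher's exact test, p = 0.101) to 9.50 without one library. Their share of counts differed by 3.37 percentage points with the replicate block (paired exact sign-flip test, p = 0.125, the smallest p that 4 pairs allow) and by 3.02 to 4.03 without one library, where the p was 0.057 in each of the 4 fits without a HADA library (exact permutation test, smallest possible p 0.029). The number of genes detected kept its direction and stayed above 0.05 under every alternative, from -5149 to -884 without one library.

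The 10 gene sets past an adjusted p of 0.05 became 6 with at least 10 counts in every library, 4 after drawing down, 2 after either background subtraction and 0 with the exact permutation test, where 6 had an unadjusted p below 0.05, and from 5 to 11 without one library. NRF2 target genes had 0.50 with at least 10 counts, 0.40 drawn down, 0.26 and 0.20 after the mean and trimmed background, 0.82 without Gm or Rik names, 1.51 in the exact permutation test and 0.61 to 1.58 without one library. Treg signature genes had 0.71 drawn down, -0.23 and -0.14 after the mean and trimmed background, 1.71 in the exact permutation test and 1.08 to 2.22 without one library. Antioxidant genes had 0.82 drawn down, 0.32 and 0.23 after the backgrounds, 1.94 in the exact permutation test and 0.98 to 2.00 without one library. Hypoxia response genes had -0.20 with at least 10 counts, 0.16 drawn down, -0.38 and -0.57 after the backgrounds, 0.70 without Gm or Rik names, 0.78 without overlapped genes, 1.31 in the exact permutation test and 0.49 to 1.61 without one library. B cell marker genes had -0.69 and -0.91 after the backgrounds. None of these values for the 5 sets was past an adjusted p of 0.05, apart from fits without one library. Of those fits, the NRF2 set was not past it without control replicate 2 or HADA replicate 4, the Treg signature set without control replicate 2, and the hypoxia set without control replicate 2 or 3. Proliferation genes, not past the threshold in any setting, had 0.64 with no filter, 0.066 without overlapped genes, 0.32 in the exact permutation test and -0.42 to 0.76 without one library. Values are medians relative to the median of all genes, except in the exact permutation test, where they are differences in mean log2 CPM. The median of all genes was 0.01 with TMM, -0.19 with DESeq2's size factors, -0.37 with no filter, -0.46 drawn down, -0.47 without Gm or Rik names, and 1.01 and 1.26 after the backgrounds, so a negative value there is a smaller rise than that of other genes.

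Of the 25 Fig. 5B genes, 4 were past the thresholds, and the number was 2 with the replicate block, 0 and 1 after the mean and trimmed background, 1 without Gm or Rik names, 18 with DESeq2, 25 with DESeq2 without control replicate 1, 19 with adjustment over the list, 21 with an unadjusted p and from 0 to 23 without one library. All those tested stayed positive in every fit. For single named genes, 211 values were unchanged in direction and side of the threshold under the 4 alternatives with all libraries planned for single genes (DESeq2, DESeq2's size factors, no filter and the replicate block), 23 came past the threshold and 10 dropped below it. Other settings are not in these numbers. Across the fits without one library, 376 were unchanged, 28 came past and 84 dropped below, and 0 changed direction.

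The depth of control replicate 1 limits what it shows of weakly expressed genes, as 3 counts are 0.000203% of its total. In simulated data with a dispersion of 0.2, edgeR recovered 96.5% of changed genes with these library sizes. With each gene's trended dispersion from the real libraries, median 0.851, it recovered 2%. The spread between libraries thus limits the number of genes past the thresholds. These dispersions include control replicate 1, and the fit without that library gave 3716 genes higher and 4732 lower.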

Differences from the paper's values

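DESeq2 without control replicate 1, the fit without overlapped genes and the background subtractions were chosen after seeing the values, and the other settings before the data were examined.

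The paper reports 1415 genes upregulated in HADA Tregs, and 363 were higher here. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's number with 2026. The others did not, from 28 without control replicate 3 to 3716 without control replicate 1.

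Fig. 4G of the paper shows about 2600 genes upregulated in the RNA-seq data, read by eye from Fig. 4G as the sum of its parts, and 363 were higher here. Of the alternatives set before the data were examined, DESeq2 with 2026, an unadjusted p with 2647 and leaving out control replicate 1 with 3716 came within 1.5 times of it, and the others did not. Fig. 4G also shows about 6100 genes downregulated, read by eye, and 105 were lower here. Leaving out control replicate 1, with 4732, was the one alternative set before the data were examined that came within 1.5 times. DESeq2 without control replicate 1, chosen after seeing the values, gave 6000 lower and 6028 higher.

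The paper lists Alox15, Il1b and Ccr1 among genes upregulated in HADA Tregs. Here their adjusted p-values were 0.069, 0.275 and 0.054 with log2 fold changes of 4.82, 2.50 and 5.78. Alox15 was past the thresholds with DESeq2, with an unadjusted p, without control replicate 1 and without HADA replicate 3. Ccr1 was past them with DESeq2, with an unadjusted p, with no filter, without control replicate 1, without HADA replicate 4 and, in a setting chosen after seeing the values, without overlapped genes. Il1b was past them without control replicate 1. DESeq2 without control replicate 1, also chosen after seeing the values, called all 3.

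Fig. 4C of the paper marks Praf2 as higher and Pdf as lower, and neither passed the filter on low counts here. Other gene spans cover 79.7% of Praf2 and 86.4% of Pdf, so most of either span could not be counted. Praf2 was past the thresholds with DESeq2, without control replicate 1 and without HADA replicate 2, and with DESeq2 without control replicate 1, chosen after seeing the values. Pdf was past them with DESeq2.

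The paper shows Rps19, Ptprc and Anxa1 in Fig. 4I among genes behind upregulated features. Here the adjusted p was 0.061 for Rps19 and 0.237 for Ptprc, with log2 fold changes of 4.41 and 1.37, and Anxa1 was listed at 0 in every library. Rps19 was past the thresholds with DESeq2, with DESeq2's size factors in edgeR, with at least 10 counts in every library, drawn down, with the replicate block, with limma under both pseudocounts, with an unadjusted p and without control replicate 1. It was also past them with both background subtractions, without overlapped genes and with DESeq2 without control replicate 1, all chosen after seeing the values, and the last of these was the one setting that called Ptprc.

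The paper presents the genes of Fig. 5B as contributing to upregulated features, and 21 of the 25 read from it were not past the thresholds here. DESeq2 called 14 of the 21, adjustment over the list alone 15, an unadjusted p 17 and leaving out control replicate 1 called 19. Smaller numbers were called by limma on log2(CPM + 1) with 3, and by limma on log2(CPM + 0.1), no filter and leaving out HADA replicate 2 with 1 each. Of the settings named so far, Pilrb1 was past the thresholds in none, and Tfdp1 only with an unadjusted p. The fit without overlapped genes and DESeq2 without control replicate 1, both chosen after seeing the values, called 1 and 21 of the 21.

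The paper states that its samples separate mainly along PC1, and here the PC1 scores of the groups overlapped with p = 0.143 in an exact permutation test. In the same exact permutation test, the p was 0.029 over the 500 most variable genes and without control replicate 1.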

Other observations

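The tests of the median receptor gene, of X-linked receptor genes, of the trimmed receptor-gene density, of library depth, of a mislabelled library and of runs of A were chosen only after the result was seen. The tests of the mean receptor-gene density, of its subtraction, of overlapping gene spans and of myeloid markers were written before the values they measure were seen, although the subtraction itself was a setting added after seeing the data.

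At equal depth, control replicates 2 and 3 had 30471 and 25693 genes with at least 1 count and control replicate 4 had 21121, against 18926 to 22650 in the HADA libraries. Control replicate 1 went the other way, with 17676, below every HADA library. The difference between the groups did not exceed what regrouping gives (exact permutation test, p = 0.371), and control replicate 4 lay within the HADA range, so the pattern rests on control replicates 2 and 3. Genomic DNA in the libraries may be the source. Olfactory and vomeronasal receptor genes, which blood cells are not expected to use, would then carry more reads. Their mean density in control replicates 2 to 4 was 2.99 times that of HADA, just under the ratio of 3 set in advance, so that test leaves the question open. In the HADA libraries 48.9% to 59.5% of receptor-gene reads fell on 10 genes, against 4.95% to 14.5% in the control libraries, which weighs on a mean. Vmn2r12, among the genes higher in HADA, is one of the receptor genes. It had 429 to 890 CPM in the HADA libraries and 3.11 to 4.57 in control. Its reads raise the HADA mean and so lower the ratio of 2.99. By the median receptor gene, a measure chosen after this concentration of reads was seen, the ratio was 8.71. In male mice, genomic DNA predicts X-linked genes at 0.5 of the autosomal density, and over 10 X-linked receptor genes the ratio of medians averaged 0.503 in control replicates 2 to 4 (0.370, 0.548 and 0.592). In the HADA libraries it was 0.544, 0.409, 0.291 and 0.191, so this ratio does not set control replicates 2 to 4 apart from HADA replicates 1 and 2. The median receptor gene, at 8.71, is consistent with more genomic DNA in control replicates 2 to 4, and the measure set in advance, at 2.99, does not settle it.

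Genomic DNA was also tested as a source of the genes past the thresholds. Subtracting the mean receptor-gene density from every gene in proportion to its span gave 97 genes lower against 105, and the trimmed density gave 112. They were mostly different genes, as 14 of the 97 and 19 of the 112 were among the 105, and 35 of the 105 were receptor genes. The subtractions left 9206 and 10906 genes to test, with the median log2 fold change of all genes at 1.01 and 1.26, so the similar totals do not rule out genomic DNA as a source of the 105. For genes higher, the trimmed density gave 475 against 363, with 108 in common, while the mean density gave 96, with 46 in common. For genes higher, the mean and the trimmed density thus give opposite answers on their number. Which genes are past the thresholds depends on the subtraction in both directions. The mean density includes Vmn2r12, itself higher in HADA, so it takes more from the HADA libraries than it would without that gene.

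Foxp3 (ENSMUSG00000039521, chromosome X, 7439883 to 7461484), the lineage factor of Tregs, was listed at 0 in all 8 libraries. A candidate explanation is that reads that overlap 2 gene spans were not counted, as 100% of its span is covered by other gene spans. Of protein-coding genes so covered, 1077 of 1077 (100%) were at 0 in all libraries, against 0.881% of 11580 with no overlap. Of 591 covered only by genes on the other strand, 591 were at 0, so the counting was not strand-aware. Its expression could not be assessed.

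Il1b, Ccr1 and Alox15 had positive log2 fold changes in HADA Tregs, and RNA from myeloid cells might contribute. The 38 myeloid marker genes rose by a log2 fold change of 1.75 relative to all genes (adjusted p = 2.03e-04 from limma's camera test). With one library left out the rise ran from 0.95, without HADA replicate 2, to 2.28, without control replicate 1. It was past an adjusted p of 0.05 in each of these fits. After the mean and the trimmed background were subtracted the rise was 1.19 and 0.76 (adjusted p = 0.639 and 0.837 from limma's camera test), and the adjusted p of the exact permutation test was 0.0571, so the set was not past 0.05 in these 3 tests. HADA replicate 2 had the highest myeloid score over the 37 markers other than Il1b, 5.31, and the highest Il1b, but Ccr1 was highest in HADA replicate 3 and Alox15 in HADA replicate 4. The test therefore cannot separate myeloid RNA from expression in Tregs. Erythroid markers fell by 2.25 on the same scale, and CD4 T cell markers rose by 1.76, both relative to all genes, and the CD4 T cell set was not past an adjusted p of 0.05 after either background. Without control replicate 1 the erythroid set had a log2 fold change of -1.26 (adjusted p = 0.072 from limma's camera test). It stayed past 0.05 when any other library was left out.

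Transcription factors that the paper takes from its ATAC-seq data, and receptors it measured by flow cytometry, had these values in the RNA-seq counts. Nfe2l2, the gene of Nrf2, had 239 ± 93.6 CPM (SD, n = 4) in HADA and 82.7 ± 58.3 (SD, n = 4) in control, a log2 fold change of 1.53 (adjusted p = 0.268 from edgeR's quasi-likelihood test), with 4 of 4 HADA libraries above every control library. The paper reports a significant rise of Nrf2 in HADA Tregs, and its text does not name the assay. Here the direction was the same, but Nfe2l2 was past the thresholds in 0 of the 8 fits without one library. Nfe2 had a log2 fold change of 1.34 (adjusted p = 0.446 from the same edgeR test). Mesp1 had 8.16 (adjusted p = 0.0092 from the same edgeR test), with 14.5 ± 2.67 CPM in HADA and 0.0313 ± 0.0626 in control. Egr2 did not pass the filter on low counts. Ccr7 had 1.00 (adjusted p = 0.590), Cxcr4 3.25 (adjusted p = 0.098, with 4 of 4 HADA libraries above every control library), Il2ra 2.57 (adjusted p = 0.156) and Cd4 0.63 (adjusted p = 0.721) from the same edgeR test. With DESeq2, the adjusted p was 0.0041 for Cxcr4 and 0.047 for Il2ra, and 0.213 for Nfe2l2, 0.584 for Ccr7 and 0.743 for Cd4. Across the 8 edgeR fits without one library, the log2 fold change ran from 0.94 to 2.97 for Nfe2 and from 0.60 to 2.03 for Ccr7. Mesp1 was past the thresholds in 6 of these fits, Cxcr4 and Il2ra in 1 each, and Nfe2, Ccr7 and Cd4 in 0.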
